# Natural and molecular history of prolactinoma: insights from a *Prlr* ^–/–^ mouse model

**DOI:** 10.18632/oncotarget.23713

**Published:** 2017-12-27

**Authors:** Valérie Bernard, Chiara Villa, Aurélie Auguste, Sophie Lamothe, Anne Guillou, Agnès Martin, Sandrine Caburet, Jacques Young, Reiner A. Veitia, Nadine Binart

**Keywords:** prolactin receptor, prolactinoma, pituitary adenoma, transcriptomics, mouse model

## Abstract

Lactotroph adenoma, also called prolactinoma, is the most common pituitary tumor but little is known about its pathogenesis. Mouse models of prolactinoma can be useful to better understand molecular mechanisms involved in abnormal lactotroph cell proliferation and secretion. We have previously developed a prolactin receptor deficient (*Prlr*^*–/–*^) mouse, which develops prolactinoma. The present study aims to explore the natural history of prolactinoma formation in *Prlr*^*–/–*^ mice, using hormonal, radiological, histological and molecular analyses to uncover mechanisms involved in lactotroph adenoma development. *Prlr*^*–/–*^ females develop large secreting prolactinomas from 12 months of age, with a penetrance of 100%, mimicking human aggressive densely granulated macroprolactinoma, which is a highly secreting subtype. Mean blood PRL measurements reach 14 902 ng/mL at 24 months in *Prlr*^*–/–*^ females while PRL levels were below 15 ng/mL in control mice (*p* < 0.01). By comparing pituitary microarray data of *Prlr*^*–/–*^ mice and an estrogen-induced prolactinoma model in ACI rats, we pinpointed 218 concordantly differentially expressed (DE) genes involved in cell cycle, mitosis, cell adhesion molecules, dopaminergic synapse and estrogen signaling. Pathway/gene-set enrichment analyses suggest that the transcriptomic dysregulation in both models of prolactinoma might be mediated by a limited set of transcription factors (i.e., STAT5, STAT3, AhR, ESR1, BRD4, CEBPD, YAP, FOXO1) and kinases (i.e., JAK2, AKT1, BRAF, BMPR1A, CDK8, HUNK, ALK, FGFR1, ILK). Our experimental results and their bioinformatic analysis provide insights into early genomic changes in murine models of the most frequent human pituitary tumor.

## INTRODUCTION

Prolactin (PRL), the hormone of lactation, is synthesized and secreted by lactotroph cells of the anterior pituitary gland. Human lactotroph adenoma, also called prolactinoma, is the most common pituitary tumor, with a prevalence of about 50 per 100 000 [1–3]. The excess of PRL secretion by the tumor can result in hypogonadism, infertility and galactorrhea, whereas tumor growth can lead to compressive mass effects resulting in headache and visual defects [4]. The molecular action of PRL is exerted via a transmembrane PRL receptor (PRLR), which is a member of the haematopoietic cytokine receptor superfamily and is ubiquitously expressed including on lactotroph cells. Physiologically, PRL synthesis and secretion is under the control of multiple stimulatory and inhibitory factors. Dopamine, which is secreted by tubero-infundibular hypothalamic (TIDA) neurons, is the primary inhibitory regulator of this process [5]. Its inhibitory tone is exerted via D2 dopamine receptors located on the surface of lactotroph cells. PRL itself exerts a negative feedback effect on its own secretion. It has been demonstrated in rodents that PRL stimulates hypothalamic dopamine synthesis [6] and turnover [7, 8] and promotes dopamine secretion into the pituitary portal blood [9]. Such mechanism has been suggested to exist in humans [10].

Cabergoline, a D2-selective and potent agonist drug, has been demonstrated to be an effective treatment for prolactinomas [4]. However, about 10% of prolactinomas are resistant to this therapy, a phenomenon that is not currently understood [11]. These data point to the need for a better understanding of the pathogenesis of prolactinoma, thus animal models of lactrotroph adenomas can be useful for this purpose.

We have previously developed a model of *Prlr*-deficient (*Prlr*^–/–^) mice [12], which exhibit hyperprolactinemia and tumors associated with an increased lactrotroph cell proliferation in both sexes, with a more severe phenotype in females [13]. A loss of negative dopaminergic growth control resulting from a lack of PRL action on the hypothalamus might be at the origin of prolactinoma in this model but a direct autocrine action of PRL on lactotroph cells is not excluded [13]. Interestingly, hyperprolactinemia has recently been observed in humans bearing an inactivating heterozygous mutation of PRLR [14], reinforcing the relevance of perturbations of PRLR signaling in this pathology, and suggesting that the feedback mechanism mentioned above is conserved among mammals.

The objective of the present study is to better understand the natural history and molecular mechanisms underlying prolactinoma development in *Prlr*^–/–^ mouse model, by classical approaches such as PRL measurements and histological analysis, but also by original approaches such as pituitary MRI imaging and transcriptomic analyses.

## RESULTS AND DISCUSSION

### Natural history of prolactinoma development in mice lacking Prlr

#### Prolactin levels

*Prlr*^–/–^ female mice displayed a marked increased PRL levels when compared to *Prlr*^+/+^ wild type counterparts, and hyperprolactinemia showed a dramatic increase with age (Figure 1). Specifically, mean blood PRL levels soared from 223 ng/mL at 4 months of age to 14 902 ng/mL at 24 months in mutant mice (*n =* 6 for each age) while PRL levels in control mice (*n =* 6 for each age) were below 15 ng/mL at all ages (*p <* 0.01).

**Figure 1:**
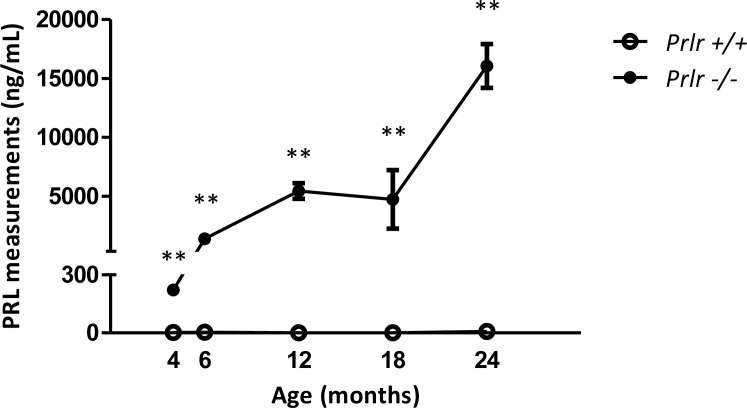
Blood PRL measurements in *Prlr*^–/–^ mice compared to *Prlr*^+/+^ mice Measurements were performed at 4, 6, 12, 18 and 24 months of age (*n =* 6 in each group). Mean ± SEM levels of PRL in mice of both genotypes **p < 0.01.

#### Magnetic resonance imaging (MRI)

To evaluate *in vivo* lactotroph tumor development, pituitary MRI was performed in two 18-month-old *Prlr*^–/–^ female mice as compared to two *Prlr*^+*/+*^ animals (Figure 2). This imaging technology revealed the presence of large heterogeneous T1 enhanced pituitary macroadenomas reaching 6.9 mm of diameter in *Prlr*^–/–^ females, with cerebral mass effect. This heterogeneous magnetic signal after gadolinium injection suggested the existence of an important neovascularization in the tumor, a process also described in human prolactinomas [15].

**Figure 2:**
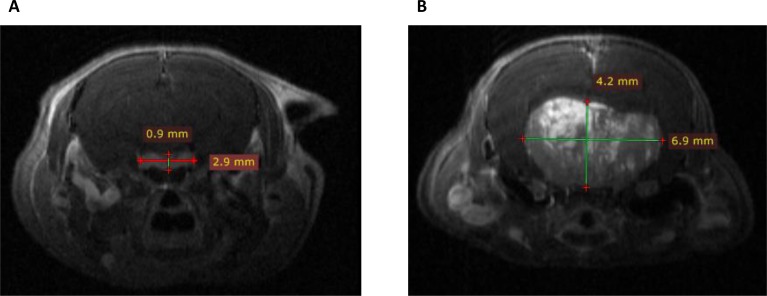
Coronal T1 weighted post-gadolinium enhanced Magnetic Resonance Imaging scans in *Prlr*^+/+^ and *Prlr*^–/–^ 18-month-old female mice (**A**) Normal pituitary gland in a *Prlr*^+/+^ mouse. Pituitary measured 2.9 × 0.9 mm, with a homogeneous signal after gadolinium injection. (**B**) Representative pituitary imaging in a *Prlr*^–/–^ mouse revealing heterogenous T1 enhanced pituitary macroadenoma of 6.9 × 4.2 mm of diameter with cerebral mass effect.

#### Cabergoline treatment

Interestingly, such dramatic hyperprolactinemia observed in *Prlr*^–/–^ females was completely abolished by the administration of the dopaminergic agonist cabergoline. Two 12-month-old animals recovered normal PRL values (10 ng/mL) after daily oral administration of cabergoline (1 mg/kg/day) for one month. However, pituitary MRI performance after 1 month and 3 months of treatment did not reveal tumor size reduction, suggesting a discordance in the response of *Prlr*^–/–^ mice to dopaminergic agonist treatment. We also performed an anatomo-pathological assessment and were unable to observe neither necrosis nor changes of fibrosis, but we noticed a decreased mitotic activity compared to naïve (non treated) animals. In humans, such discordance in the response of a given patient with respect to decreased PRL levels and tumor size reduction is rare but has already been reported [16].

#### Histological analysis

In order to perform pituitary histological analysis, mice were sacrificed at 4, 12, 18 and 24 months (*n =* 6 in each group for both genotypes). At all ages, the development of both anterior and posterior pituitary was strictly normal in control (*Prlr*^+/+^) mice, with a well-visible intermediate lobe (Figure 3A–3D). In these control mice, the architecture was roughly acinar and reticulin staining showed a relatively developed peri-acinar fiber network, not identical to what is normally seen in adult human anterior pituitary (Figure 4A). The anterior pituitary cells were quite regular in shape and size without atypias (Figure 4B). The cytoplasm of most cells was acidophilic but some cells displayed basophilic cytoplasms. The nuclei were spherical with a little or absent nucleolus. Mitotic figures were absent (Figure 4B). PRL expression, assessed by immunohistochemistry, showed a normal expression with a “dot-like” pattern in lactotroph cells representing around 20–30% of total cells (Figure 4C). No evidence of pituitary adenoma was observed in any of the 25 *Prlr*^+/+^ studied mice.

**Figure 3:**
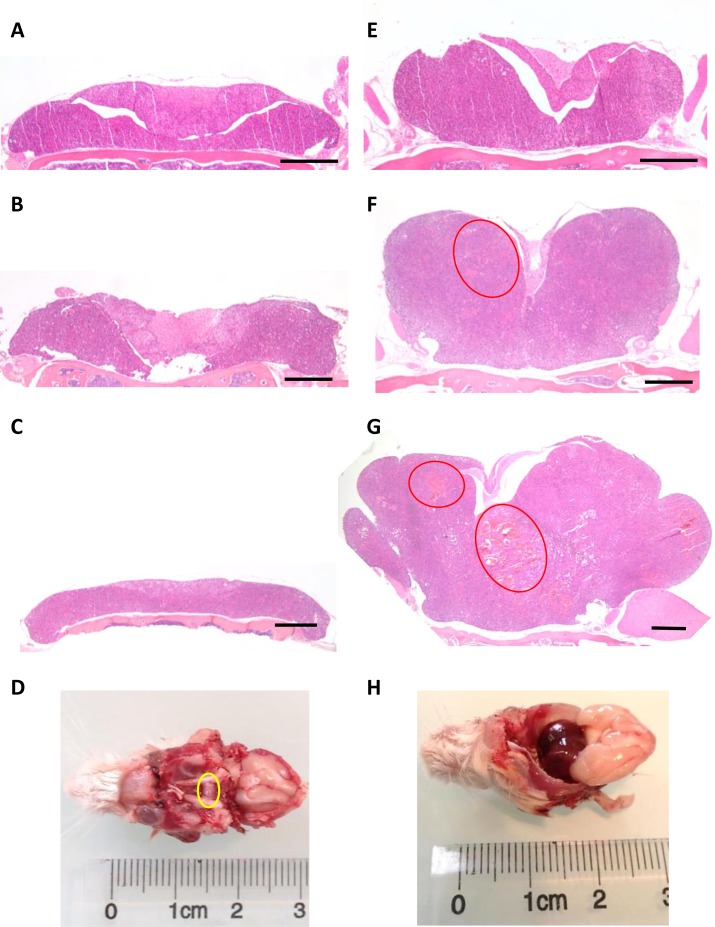
Pituitary enlargement in *Prlr*^–/–^ compared to *Prlr*^+/+^ mice Representative histological sections from *Prlr*^+/+^ of 4 (**A**), 12 (**B**), 18-month-old (**C**) and *Prlr*^–/–^ female mice of 4 (**E**), 12 (**F**) and 18 month-old (**G**). Red ellipses indicate cystic spaces and hypervascularisation. Bar scale = 500 μm. Macroscopical view of pituitary (yellow circle) of 24 month-old *Prlr*^+/+^ (**D**) and *Prlr*^–/–^ (**H**) female mice.

**Figure 4:**
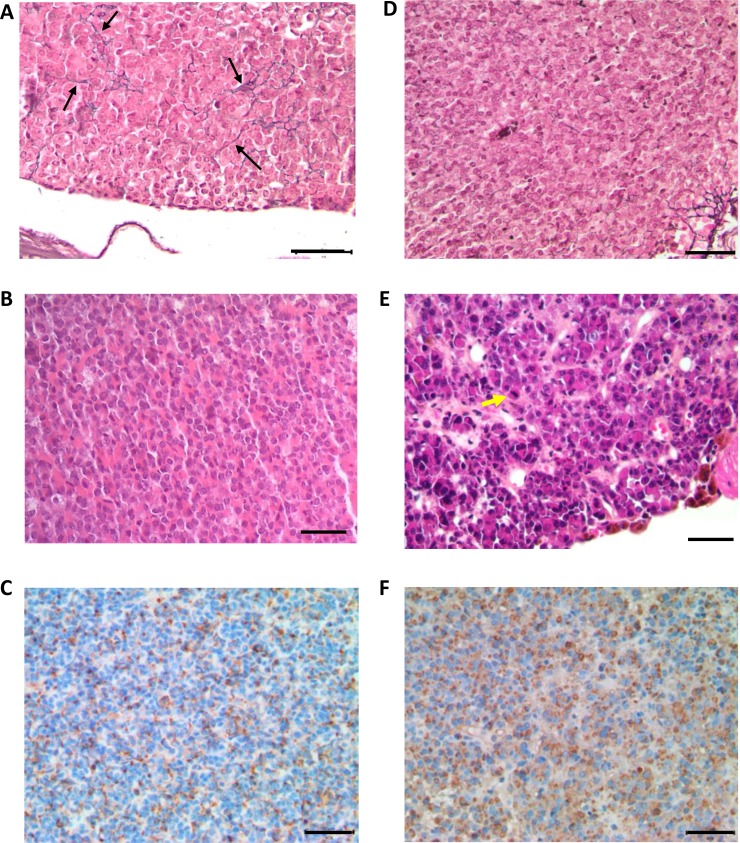
Histological analysis of anterior pituitaries from 24 month-old *Prlr*^+/+^ and *Prlr*^–/–^ mice Top row shows Gordon–Sweet silver staining in pituitaries sections of *Prlr*^+/+^ (**A**) and *Prlr*^–/–^ (**D**) mice. Black arrows indicate reticulin fibers. Middle row shows hematoxylin and eosin-stained pituitary sections of *Prlr*^+/+^ (**B**) and *Prlr*^–/–^ (**E**) mice. The wild-type pituitary has a normal architecture and mixture of cells (B). The *Prlr*^–/–^ genotype exhibits peliosis (extravasated erythrocytes not contained in capillaries) and lactotrophs with very large Golgi regions and scattered, large, hyperchromatic, atypical nuclei. Yellow arrow indicates mitosis (E). Bottom row: PRL immunohistochemistry. The wild-type pituitary (**C**) contains a few mature active lactotroph cells with PRL immunostaining. Almost all the cells in the *Prlr*^–/–^ pituitary (**F**) are active lactotrophs with PRL immunoreactivity. Bar scale = 50 µm.

The comparison between *Prlr*^+/+^ and *Prlr*^–/–^ mice revealed considerable differences in the size and shape of pituitary glands as well as in cytological aspects. Specifically, in 4-month-old *Prlr*^–/–^ the lateral wings of the anterior pituitary mice were already enlarged when compared to those of *Prlr*^+/+^ mice (Figure 3A and 3E). At this stage, cells were monomorphous, acidophilic, with some prominent nucleoli but no mitotic figures or evident adenoma were apparent. At ages of 12, 18 and 24 months, the pituitary glands of *Prlr*^–/–^ mice were drastically larger than those of *Prlr*^+/+^ mice (Figure 3F, 3G and 3H), with 100% tumor occurrence (*n =* 18). For instance, in 12-month-old *Prlr*^–/–^ mice, the lateral wings of the anterior pituitary were clearly enlarged with a solid and confluent growth pattern. Some cystic spaces were visible (Figure 3F). Anterior pituitary cells were monotonous, strongly acidophilic with voluminous nuclei and prominent nucleoli. These findings were suggestive of important hormone synthesis and secretion, related to acidophilic adenoma, and are in agreement with the very increased serum PRL levels. No evidence of normal residual anterior pituitary was seen. At 18 months of age, the lateral wings were even more and dramatically enlarged, inducing a compression of the adjacent structures such as the intermediate lobe, the posterior pituitary and the olfactory lobes. At this stage, histological examination showed that the anterior lobe was completely composed by a strongly acidophilic solid adenoma. Cystic spaces were frequent and hypervascularisation was observed (Figure 3G). At 24 months of age, adenomas further increased and measured approximately 7 mm of diameter, with hemorrhagic and necrotic aspect (Figure 3H). No evidence of bone invasion was found in any *Prlr*^–/–^ mice.

Mitotic activity was estimated to 2–3 mitosis 10 high-power fields (HPF) and 5–8 mitosis/10HPF in 18-month-old and 24-month-old respectively demonstrating an active process of cellular proliferation. Reticular network was completely absent (Figure 4D). Cellular atypias were seen and cells showed pleomorphic nuclei with evident and voluminous nucleoli (Figure 4E). An immunohistochemical analysis demonstrated a diffuse and intense PRL expression with a mainly “dot-like” Golgi pattern (Figure 4F).

Altogether, these biological, morphological and histological parameters illustrate that the absence of PRL receptor induces the development of prolactinoma from 12 months of age in females, with a penetrance of 100%. Thanks to pituitary MRI, a very attractive noninvasive imaging technology, anatomical tumor analysis was obtained. The present study constitutes the first characterization of such mouse pituitary adenomas by this technique. Among different subtypes of prolactinomas, *Prlr*^–/–^ pituitary adenoma mimics a human aggressive densely granulated macroprolactinoma, which is a highly secreting subtype. Indeed, adenomatous cells are actively secreting in this human tumor subtype much like in our model, as shown by PRL measurements and also immunohistochemical analysis. Moreover, the aggressiveness of *Prlr*^–/–^ prolactinomas is epitomized by their high mitotic activity. In addition and interestingly, this study showed that cabergoline potently suppresses hyperprolactinemia but did not induce tumor shrinkage after 3 months of treatment, suggesting that *Prlr*^–/–^ mouse could be an interesting model to improve our understanding of dopamine resistance in humans.

### Transcriptomics reveals common molecular alterations in *Prlr*^*–/–*^ mice and in estrogen-induced rat prolactinoma

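Pituitary RNA was labeled with a single dye and hybridized to Agilent mouse gene expression arrays, with one pool of 3 pituitaries per array. 14 arrays were analyzed, 7 from *Prlr*+/+ and 7 from *Prlr*-/- females, and together they rest on 42 mice, 21 of each genotype. At 2 months there were 4 arrays of each genotype and at 4 months 3 arrays of each genotype. The first run of the experiment gave 8 of the arrays and its replication with other animals gave 6. A second duplicate of the replication at 4 months was not analyzed here. For each array the authors deposited the intensity of every spot, with the background subtracted by the scanner's software and with no normalization between arrays. They also deposited a table of log2 values, which is described in the processing summary and served as an alternative. Each array held 59305 spots for 55681 probes, and 26762 of these probes (48.1%) were matched to 20284 gene symbols through their RefSeq accessions. Between 33275 and 41887 spots per array were well above background, the software's own call against the local background. The median number of such spots was 38457 in *Prlr*+/+ and 36116.5 in *Prlr*-/- mice at 2 months, and 36767 and 37060 at 4 months. The 75th percentile of the intensity ranged from 318 to 549 in *Prlr*+/+ and from 314 to 409 in *Prlr*-/- pituitaries at 2 months. At 4 months it ranged from 346 to 443 and from 365 to 393.

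For the comparisons, the log2 intensity of each spot was taken relative to the 75th percentile of its array. Spots marked as outliers by the software were left out, and spots of the same probe were averaged. A probe was tested when it was well above background on every array of at least one of the 4 groups of genotype and age. Each gene was represented by its brightest probe, which left 14915 genes. Linear models were fitted with limma, with experiment as a term beside genotype and age, and p-values were adjusted by the method of Benjamini and Hochberg over all genes tested. A gene was called when its adjusted p was under 0.01 and its change was at least 1.8-fold.

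The targeted gene itself, *Prlr*, lies on chromosome 15 and was read by 2 probes. With its brighter probe, the log2 value was 2.93 ± 0.23 (SD, n = 7 arrays) in *Prlr*+/+ and 2.07 ± 0.30 (SD, n = 7) in *Prlr*-/- pituitaries. It fell by 0.86 on the log2 scale (standard error 0.0967, adjusted p = 2.44e-05 from limma), a 1.81-fold decrease, and it was lower on 7 of 7 *Prlr*-/- arrays than on the *Prlr*+/+ arrays of the same age and experiment. The transcript stayed well above background on all 7 *Prlr*-/- arrays. The dimmer probe gave a log2 fold change of -0.19 (unadjusted p = 0.0781 from limma). With the mean of both probes, the alternative that moved the value most, the change was -0.52 and *Prlr* was not called. It was also not called after a normexp correction chosen after seeing the data (-0.84), with array weights (-0.82) and in the second experiment alone (-0.83). The 1.8-fold limit was also missed after leaving out single arrays in 5 of 14 cases, with a log2 fold change of -0.81 without replicate 1 of *Prlr*-/- mice at 2 months.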

To gain molecular insights into the pathogenesis of prolactinoma induced by the absence of PRLR, we performed a microarray analysis at 2 and 4 months of age (*n =* 12 for both genotypes), before the overt appearance of the tumors. Significance Analysis of Microarrays [17] showed that the age of the animals did not modify the gene expression patterns. Thus, we considered the transcriptomes of 2 and 4 months (*Prlr*^*+/+*^ or *Prlr*^–*/–*^) together to increase the statistical power of our analysis. This analysis detected 839 genes whose expression was modified by the *Prlr* knock-out, with a median false discovery rate <0.01, and undergoing an expression fold-change of at least 1.8. 

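With genotype and experiment in the model, 9 of 14915 genes were called between 2 and 4 months, 6 higher and 3 lower at 4 months. The lowest adjusted p from limma was 0.00453, and 1913 genes (12.8%) had an unadjusted p under 0.05. The largest changes among the 9 genes, which were picked out after their values were seen, were a log2 fold change of 1.95 for *Pate14* and of 1.55 for *Htr2b*, and of -1.495 for *Cbln4*. Significance Analysis of Microarrays, rebuilt from its published procedure and run on values centered in each experiment, called 18 genes, and 8 genes without the centering, an alternative chosen after seeing the data. With the replicate number as a block in place of the experiment, limma called *Htr2b* and *Anln*, named here after their values were seen. The count was sensitive to single arrays, with 0 genes called without, among others, replicate 1 of *Prlr*+/+ mice at 4 months and 11 genes without replicate 1 of *Prlr*+/+ mice at 2 months. It rose to 26 genes with the limit on the adjusted p raised to 0.05. It fell to 0 by limma with no filter on dim probes, with all array features (chosen after seeing the data) and in either experiment alone.

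Within each genotype, limma called 0 genes with age. In *Prlr*+/+ mice 1323 genes had an unadjusted p under 0.05, and Significance Analysis of Microarrays called 6 genes. In *Prlr*-/- mice the unadjusted count was 1846, and Significance Analysis of Microarrays called *Cox6a2* and *Bcat1*, which are named here after their values were seen. The difference between the genotype effects at the 2 ages was tested by an interaction term in limma. It gave 0 called genes, 1115 genes with an unadjusted p under 0.05 and a lowest adjusted p of 0.396, and Significance Analysis of Microarrays was not run for it. With the replicate number as a block, limma called *Garem2* in the interaction and with age in *Prlr*-/- mice, named here after its values were seen.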

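With both ages together and with age and experiment in the model, limma called 930 genes between *Prlr*-/- and *Prlr*+/+ pituitaries. A change at the same adjusted p without the limit on its size was found for 3484 genes. Significance Analysis of Microarrays called 977 genes, of which 929 were among the 930. Its count changed little when values were not centered in each experiment, an alternative chosen after seeing the data that gave 933 genes. Apart from dropping the limit on fold change, the setting that moved the count most was the use of the second experiment alone, which has one array per genotype at 4 months and gave 241 genes, 215 of them shared with the 930. The first experiment alone gave 1025 genes, with 780 shared. With each array left out in turn, between 833 and 986 genes were called.

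At 2 months alone 589 genes were called, and at 4 months alone 1127. Of these, 509 genes were called at both ages, all with the same sign, while 80 were called at 2 months only and 618 at 4 months only. That a gene passed at one age only is not evidence that its effect differed, since the interaction test called no gene. All 930 genes called with both ages together had the same sign at 2 and 4 months (100%, 95% Clopper-Pearson interval 99.6% to 100%), against 77.4% of all tested genes. Since the 930 genes were selected on data from both ages, this share is high by construction. The absolute log2 fold change was larger at 4 months for 756 of them, with a median of 1.04 at 2 months and 1.37 at 4 months. Across the 930 genes, which are not independent replicates, the log2 fold changes at the 2 ages had a Pearson r of 0.950. From the absence of an age effect in Significance Analysis of Microarrays, the paper reasons that both ages can be considered together to increase the statistical power.

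**Figure D1:**
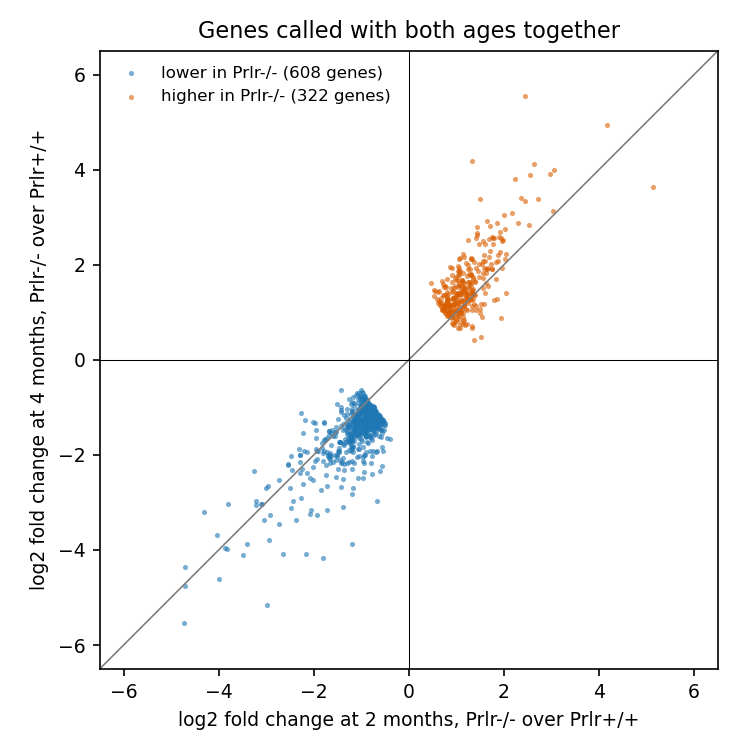
Log2 fold change of *Prlr*-/- over *Prlr*+/+ pituitaries at 4 months (vertical axis) against that at 2 months (horizontal axis). Each point is one of the 930 genes called with both ages together, in blue for the 608 lower and in orange for the 322 higher genes, and the diagonal marks equal changes. All points lie in the lower left or the upper right quadrant.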

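Among the genes called with both ages together, 608 were lower and 322 (34.6%) were higher in *Prlr*-/- pituitaries. Quantile normalization in place of the 75th percentile gave 606 lower and 314 higher genes, and the authors' deposited log2 values gave 618 and 318. In 833 of the called genes, all *Prlr*-/- arrays lay on one side of the *Prlr*+/+ arrays of the same age and experiment. By the fitted log2 fold change, the 5 largest decreases among these were those of *Ceacam10* (-5.08), *Hapln1* (-4.74), *Cilp* (-4.56), *Penk* (-4.26) and *Rab38* (-3.92). *Hapln1* and *Cilp* were well above background on 0 of 7 *Prlr*-/- arrays, so that their decreases were at least 8.14-fold and at least 10.5-fold and their fitted values are no measure of size. At these bounds they would not rank above *Rab38* (15.1-fold). *Ceacam10* was above background on 5 and *Rab38* on 4 of the 7 *Prlr*-/- arrays. *Penk* was read on all arrays, with log2 values of 3.59 ± 0.42 (SD, n = 7) in *Prlr*+/+ and -0.67 ± 0.72 (SD, n = 7) in *Prlr*-/- pituitaries (adjusted p = 1.85e-08 from limma).

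By the same measure, the 5 largest increases were those of *Tac4* (4.49), *Prss29* (4.49), *Ndnf* (3.78), *Apobec2* (3.45) and *Aspa* (3.38). *Tac4* rose from -2.27 ± 0.36 (SD, n = 7) to 2.23 ± 0.84 (SD, n = 7), with an adjusted p of 2.50e-08 from limma. *Apobec2* was well above background on 0 of 7 *Prlr*+/+ arrays and was at least 4.88-fold higher in *Prlr*-/- mice, so that its rank is not determined either. *Ndnf* was above background on 1 *Prlr*+/+ and 5 *Prlr*-/- arrays. Its change was 2.45 at 2 months and 5.55 at 4 months, a difference that did not pass the interaction test. In the second experiment alone *Prss29* (4.31), *Ndnf* (2.27), *Apobec2* (2.61) and *Aspa* (2.64) were not called, while *Tac4* (4.10) was. Of the 5 largest decreases, only *Rab38* (-3.505) was not called there. The change of *Ndnf* in the first experiment was 4.91.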

We obtained a list of 588 PRLR-activated targets (i.e., with a decreased expression in the absence of PRLR) and 251 repressed genes.

Next, we sought to identify the common set of genes dysregulated in our model and in another murine model of prolactinoma, to increase the robustness and expand the signification of our findings. For this, we focused on the model of 9 week-old male ACI rats treated with implants containing 5 mg of diethylstilbestrol (DES), which develop prolactinomas after 12 weeks of treatment. In these animals, pituitaries enlarge up to 10-fold and PRL levels increase up to 220 fold [18]. Specifically, we explored previously reported microarray data for this rat prolactinoma model (accession number GSE4028) [19] using the GEO2R program implemented in GEO (Gene Expression Omnibus). We focused on differentially expressed (DE) genes having adjusted *p*-values lower than 0.05. This analysis allowed us to obtain a list of 5647 DE genes (transcripts) in the pituitary of DES-treated ACI rats compared with vehicle treatment, 2576 of which were upregulated in the prolactinomas and 3071 down-regulated. The intersection of the rat and mouse datasets included an important number of common genes (303, which represent 36% of the mouse dysregulated genes). 

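The copy of Supplementary Table 1 used here lists 217 genes, 161 lower and 56 higher, where the paper gives 218 genes. Because it lists 1 gene fewer than that, no overlap or enrichment test was run on it. All 217 genes have a probe, 4 of them under a newer symbol. Of the lower genes, 149 were read well enough to be tested in the mouse data and 12 were not. All 149 were lower in *Prlr*-/- pituitaries with an adjusted p under 0.01 from limma, with a median log2 fold change of -1.08. The 1.8-fold limit was reached by 131 of them and missed by 18. Of the higher genes, 54 were tested and all were higher, with a median log2 fold change of 1.41. The call was reached by 53 of them, and the exception is *Igsf1* (0.80). Adjusted over the list alone, the counts were also 131 and 53. The study chose these genes on the same arrays, so that neither count is independent evidence. In the second experiment alone, which moved these counts most, 42 lower and 11 higher genes were called.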

Then, we focused our attention only on the 218 genes displaying concordant variations (either up- or down-regulated in both models, Supplementary Table 1). A gene set enrichment analysis showed that the concordantly upregulated genes were characterized by keywords such as *cell cycle*, *regulation of cell proliferation*, *mitosis* (i.e., *Top2A, Rrm2, Cenpi, Bub1, Ska1, Spc25*). This result is consistent with an increased cell proliferation in *Prlr*^–*/–*^ pituitaries, which manifests anatomically as enlarged lateral pituitary wings at 4 months. 

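All 6 genes, *Top2a*, *Rrm2*, *Cenpi*, *Bub1*, *Ska1* and *Spc25*, were called higher in *Prlr*-/- pituitaries, both over all genes tested and adjusted over the list alone. Their log2 fold changes ran from 1.51 for *Cenpi* to 1.85 for *Top2a*. The median was 1.59, or 1.55 with *Bub1* set at its lower bound. The study picked them on these arrays, so that this is not independent evidence. *Spc25* was read on all arrays, with log2 values of 0.23 ± 0.78 (SD, n = 7) in *Prlr*+/+ and 1.76 ± 0.67 (SD, n = 7) in *Prlr*-/- mice. Its log2 fold change was 1.53 (standard error 0.169, adjusted p = 2.17e-05 from limma), with 7 of 7 *Prlr*-/- arrays above the *Prlr*+/+ arrays of the same age and experiment. *Rrm2*, also read on all arrays, rose by 1.61. The other 4 genes were close to background. *Bub1* was above it on 0 *Prlr*+/+ and 5 *Prlr*-/- arrays and was at least 2.00-fold higher, *Ska1* on 1 and 6, *Top2a* on 4 and 6, and *Cenpi* on 4 and 7. These 4 genes were no longer called after a normexp correction of the median spot signal, chosen after seeing the data, with log2 fold changes between 0.47 for *Ska1* and 0.67 for *Top2a*. That correction adds an offset of 50 units, which by itself shrinks the changes of dim genes. *Cenpi* lost its call in 4 of 14 cases when a single array was left out, with a log2 fold change of 1.42 without replicate 2 of *Prlr*+/+ mice at 2 months. In the second experiment alone none of the 6 genes was called by limma, although all 6 were higher. *Cenpi* (1.64) and *Ska1* (1.14) were also not called in the first experiment alone, and *Top2a* was not called without the experiment term. For *Ska1*, unlike the others, the *Prlr*-/- arrays did not all lie above the *Prlr*+/+ arrays of the same age and experiment.

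A separate list of 21 proliferation genes, such as *Mki67*, *Ccnb1* and *Cdk1*, was drawn up independently of these arrays and shares no gene with Supplementary Table 1. Of its 19 tested genes, 19 were higher in *Prlr*-/- pituitaries and 10 were called, also 10 adjusted over the list alone. The median log2 fold change was 0.90, with 0.68 in the first experiment and 1.16 in the second. *Mki67* rose by 1.41 (standard error 0.157, adjusted p = 2.30e-05 from limma) and was higher on 7 of 7 *Prlr*-/- arrays than on the *Prlr*+/+ arrays of the same age and experiment. As a set, the list passed limma's camera test, with an adjusted p of 7.82e-07 over the 27 lists tested and of at most 2.99e-06 with any one array left out. Camera, which presets the correlation between genes at 0.01, called 16 of the 27 lists at an adjusted p under 0.05. Among these were lists of genes that the study picked on these arrays, whose p is low by construction. All 16 were also called by fry, and 0 were called by camera when the correlation was estimated from the data.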

Other enriched terms were *dopaminergic synapse* (i.e., *Creb3l1, Itpr3, Drd4, Gnai1*) and *estrogen signaling* (i.e., *Creb3l1, Itpr3, Gnai1*). This can be explained by the murine models themselves, since one of them is induced by an estrogen agonist, and the other is induced by disruption of PRL signaling, which is mostly controlled by dopamine. 

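*Creb3l1*, *Itpr3*, *Drd4* and *Gnai1* were all called higher in *Prlr*-/- pituitaries, both over all genes tested and adjusted over the list alone, on the arrays from which the study picked them. *Itpr3* rose from 1.60 ± 0.18 (SD, n = 7) to 3.03 ± 0.22 (SD, n = 7), a log2 fold change of 1.42 (standard error 0.101, adjusted p = 6.09e-07 from limma). *Gnai1* rose by 2.06 on the log2 scale (standard error 0.116, adjusted p = 1.08e-07 from limma) and *Creb3l1* was 2.15-fold higher (standard error of its log2 fold change 0.149, adjusted p = 9.71e-05 from limma). For each of these 3 genes, 7 of 7 *Prlr*-/- arrays were above the *Prlr*+/+ arrays of the same age and experiment. The receptor gene *Drd4* had the largest change, 2.12, but it was well above background on only 4 of 7 *Prlr*+/+ arrays. Its change was 0.75 and not called after the normexp correction, whose offset by itself shrinks the changes of dim genes. Of the 4 genes, only *Gnai1* was called in the second experiment alone. As sets, the 4 genes under dopaminergic synapse and the 3 of them under estrogen signaling had adjusted p-values of 0.000159 and 0.000375 by camera. Since the genes were picked on these arrays, both values are low by construction and are not evidence for the sets. With the correlation estimated from the data, camera gave 0.0851 for both.

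A list of 3 genes known to respond to estrogen that was drawn up independently, *Pgr*, *Greb1* and *Gal*, showed no shared change. Its median log2 fold change was -0.23, its members ranged from -0.23 to 0.16, and camera gave an adjusted p of 0.682. No member was called over all genes tested or adjusted over the list alone, and limma's unadjusted p was not under 0.05 for any of them.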

Regarding the concordantly down-regulated genes, the classification system showed that they were enriched in genes encoding *cell adhesion and related molecules* (i.e. *Cldn11, Alcam, Cdh2, Ncam1, Ncam2, Lrrc4c, Lrrc4b*). These findings are consistent with the fact that tumor expansion and invasion rely on increased cell proliferation and on changes in cell-to-cell adhesion. Indeed, several markers of cell adhesion have already been investigated and found dysregulated in prolactinomas [15, 20, 21].

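All 7 genes, *Cldn11*, *Alcam*, *Cdh2*, *Ncam1*, *Ncam2*, *Lrrc4c* and *Lrrc4b*, were lower in *Prlr*-/- pituitaries with an adjusted p under 0.01 from limma. The call was reached by 5 of them, and also by 5 adjusted over the list alone, on the arrays from which the study picked the genes. Their median log2 fold change was -1.15, with -0.90 at 2 months and -1.49 at 4 months, and camera gave an adjusted p of 7.82e-07 for the set. The choice of the genes on these arrays makes that p low by construction. The decrease of *Cldn11*, a tight junction component, was among the best defined. It fell by 1.57 on the log2 scale (standard error 0.0980, adjusted p = 2.50e-07 from limma), from -0.43 ± 0.25 (SD, n = 7) to -2.01 ± 0.40 (SD, n = 7). *Alcam* fell by 1.15, *Cdh2* by 1.09 and *Lrrc4b* by 1.53. On 7 of 7 *Prlr*-/- arrays, each of the 7 genes was below its level on the *Prlr*+/+ arrays of the same age and experiment.

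*Ncam1* (-0.83, 1.77-fold) and *Lrrc4c* (-0.82, 1.76-fold) stayed under the 1.8-fold limit. *Ncam1* was called under quantile normalization (-0.89), and both were called in the first experiment alone, where their changes were -0.90 and -0.99. Both also passed when single arrays were left out, *Ncam1* in 2 and *Lrrc4c* in 4 of 14 cases, for example with changes of -0.89 and -0.86 without replicate 3 of *Prlr*-/- mice at 2 months. *Ncam2* (-1.67) was well above background on 6 *Prlr*+/+ and 3 *Prlr*-/- arrays, and its change was -0.45 and not called after the normexp correction, whose offset by itself shrinks the changes of dim genes.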

### Potentially dysregulated downstream effectors in murine prolactinomas

To further explore which signaling pathways were perturbed in both mouse and rat prolactinoma models, we used the list of 218 concordantly dysregulated genes to search for enrichment in kinase targets. 

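The raw intensities of the kinase genes *Akt1*, *Ilk*, *Fgfr1*, *Cdk8*, *Jak2*, *Braf*, *Bmpr1a*, *Hunk* and *Alk* were read from the brightest probe of each gene. Averaged over all 14 arrays, 8 of the 9 were above 500 units, from 1169 ± 314 (SD, n = 14) for *Hunk* to 6052 ± 869 (SD, n = 14) for *Akt1*, and these 8 were above 500 on every array. The mean of *Alk* was 499.6. It was 221 ± 77.5 (SD, n = 7) in *Prlr*+/+ and 778 ± 296 (SD, n = 7) in *Prlr*-/- pituitaries, and it passed 500 on 5 arrays, all of them *Prlr*-/-. With the median intensity of the spots, an alternative chosen after seeing the data, the mean of *Alk* was 552. The mean by the background-subtracted intensity also passed 500 when any one *Prlr*+/+ array was left out, or replicate 3 or 4 of *Prlr*-/- mice at 2 months.

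*Alk* was also the only kinase of the 9 that was called, both over all genes tested and adjusted over the list alone. Its log2 fold change was 1.96 (standard error 0.250, adjusted p = 6.47e-05 from limma), with 7 of 7 *Prlr*-/- arrays above the *Prlr*+/+ arrays of the same age and experiment, but it was not called in the second experiment alone (1.62). *Fgfr1* fell by 0.56 on the log2 scale (standard error 0.117, adjusted p = 0.00225 from limma), under the 1.8-fold limit. The 3 probes of *Fgfr1* differed, with log2 fold changes of 0.11, -0.63 and -0.56. The other 7 kinases changed by between -0.30 and 0.18. *Jak2* itself was unchanged within its error (-0.01, standard error 0.0631, adjusted p = 0.943 from limma), and its sign turned in the second experiment alone (0.03). The median of the 9 was -0.05, the mean was 0.12 because of *Alk*, and camera gave the direction down with an adjusted p of 0.840.

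**Figure D2:**
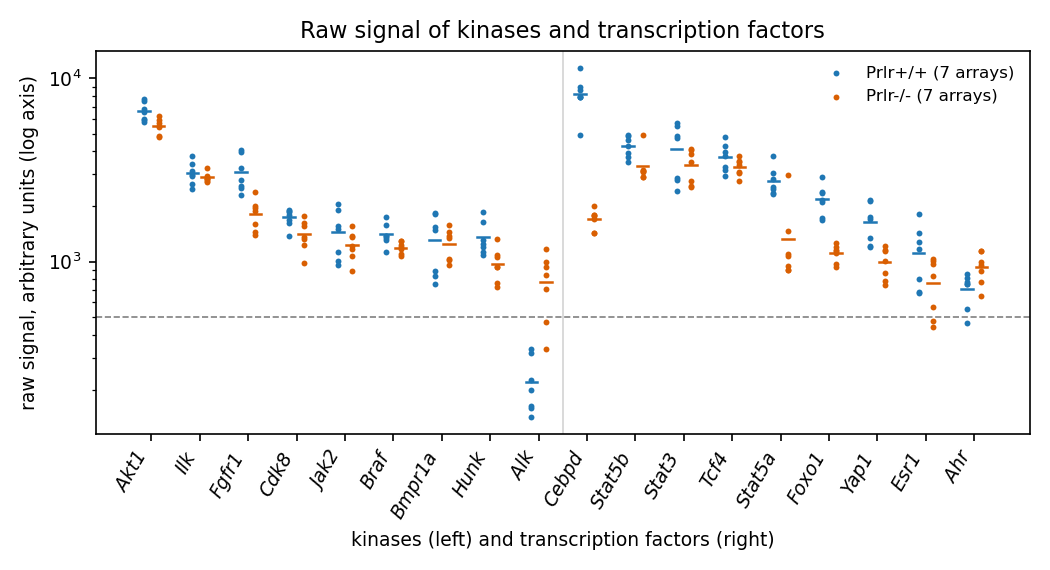
Raw intensity (arbitrary units, log axis) of the 9 kinases on the left and of transcription factors on the right of the vertical line. Each point is one array, with 7 *Prlr*+/+ arrays in blue and 7 *Prlr*-/- arrays in orange, horizontal bars mark the mean of each genotype, and the dashed line marks 500 units. All 7 *Prlr*+/+ arrays of *Alk* lie below the dashed line and 5 of its 7 *Prlr*-/- arrays lie above it.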

We focused our attention on kinases expressed in the pituitary (according to an arbitrary threshold set at 500 in the raw expression data). Many targets of JAK2 (13 targets) and AKT1 (58 targets) were found in the common DE genes (Figure 5). This is expected because both kinases participate in the canonical PRL signaling pathway [22]. Indeed, although the JAK/STAT pathway is considered as the major downstream pathways for PRLR signaling, PRL also activates the PI3K pathway, which involves AKT [23]. This view is supported by a recent pathway map depicting the PRLR-dependent signaling pathway generated from the analysis of 20 000 research articles [24]. In addition, the DE genes were enriched in targets of other 7 kinases (namely, BRAF, BMPR1A, CDK8, HUNK, ALK, FGFR1, ILK). This result suggests that either the *Prlr* deletion or DES treatment induces more complex signaling events than expected. For instance, the integrin-linked kinase (ILK) has emerged as a key transducer of β1-integrin signaling required for PRL induced differentiation of mammary epithelial cells, the target tissue of PRL [22]. ILK phosphorylates AKT1 and is thus required for signal transduction via PRLR [25]. These results taken altogether point to an activity of PRL signaling on lactotroph cells themselves.

**Figure 5:**
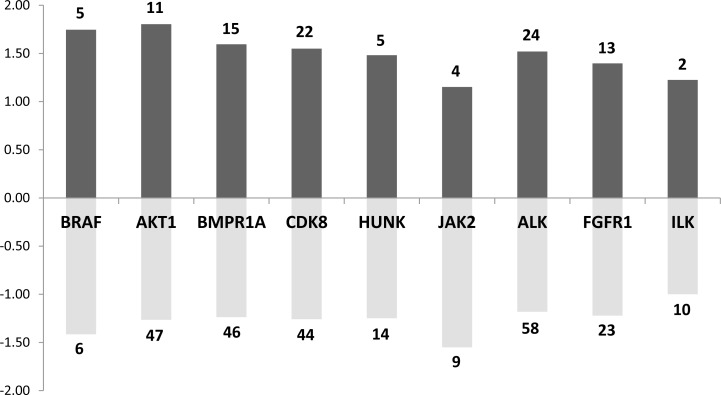
Main kinases whose known targets are dysregulated in both rat and mouse models Dark grey bar charts indicate for each kinase the mean fold change of up-regulated target genes. Pale grey bar charts indicate for each kinase the mean fold change of down-regulated target genes. The number of up or down-regulated target genes for each kinase are indicated in the bar charts.

Regarding the BRAF oncogene, it is known that it is commonly mutated in melanomas, papillary thyroid carcinomas and papillary craniopharyngioma [26], leading to constitutive activity in the Ras-mitogen-activated protein kinase (MAPK) pathway. Although no *BRAF* mutations have been found in pituitary adenomas, this kinase is overexpressed in non-functional pituitary adenomas, suggesting an over-activity of the Ras-B-Raf-MAPK pathway in these tumors [27]. Along similar lines, the tyrosine kinase Fibroblast Growth Factor Receptor 1 (FGFR1) was found to be highly expressed in pituitary tumors [28]. A significantly increased *Fgfr1* mRNA expression has been described in functioning tumors raising the possibility of using the FGFR1 as a molecular tumor marker.

Finally, BMPR1A is a receptor for BMP4, which plays a critical role in the formation of the anterior pituitary during embryonic development, as well as in the pathogenesis of adult pituitary tumors. In tumor cells, BMP4 promotes PRL secretion and lactotroph cell proliferation via a Smad-estrogen receptor (ER) crosstalk [29]. The modulation of BMP4 also plays an important role in the mechanism of action of dopaminergic agonists.

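*Erbb4*, which encodes a receptor of the epidermal growth factor receptor family, was dim on these arrays. Its brightest probe was well above background on 1 of 7 *Prlr*+/+ and 3 of 7 *Prlr*-/- arrays, with a mean raw intensity of 11.9 units. It was therefore outside the genes tested. When the filter on dim probes was dropped, its log2 fold change was 1.32 (adjusted p = 0.00404 from limma), a 2.49-fold increase. The normexp correction, chosen after seeing the data, gave 0.30, but it adds an offset of 50 units, which by itself shrinks the change of a probe this dim. Without the filter the call was also lost in 6 of 14 cases when a single array was left out, with a log2 fold change of 1.22 without replicate 3 of *Prlr*-/- mice at 4 months, and it was lost in either experiment alone. At this signal over background, the size of the change is not well determined.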

Interestingly, a enrichment analysis of these kinases shows that four of them (FGFR1, BRAF, JAK2 and AKT1) are linked to ERBB/EGFR pathway, and *ErbB4* expression level was found to be increased by approximately 2 times in *Prlr*^–/–^ mice compared to *Prlr*^+/+^ mice. This is consistent with the fact that ErbB/EGFR signaling is a determinant of PRL synthesis and lactotroph cell proliferation [30] and that its expression in prolactinomas is associated with tumor symptoms, invasion and response to dopamine agonists [31].

Regarding the potential downstream effectors of such kinases, we detected a series of 76 transcription factors (TFs) (expressed in the pituitary, i.e., >500 arbitrary units in our microarray data) whose known targets were dysregulated in both rat and mouse models. They are significantly involved in cancer and signaling pathways regulating pluripotency of stem cells (adjusted *p <* 10–4). 

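Among the genes of transcription factors examined were *Yap1*, *Stat5a*, *Stat5b*, *Tcf4*, *Stat3*, *Esr1*, *Foxo1*, *Ahr* and *Cebpd*. STAT5 was read as both of its genes and TCF4 as the gene of that symbol. The mean raw intensities of these 9 genes over the 14 arrays were all above 500 units, the lowest being 825 ± 198 (SD, n = 14) for *Ahr* and 942 ± 388 (SD, n = 14) for *Esr1*. These are also the only 2 of the 9 with an array under 500, *Ahr* on 1 *Prlr*+/+ array and *Esr1* on 2 *Prlr*-/- arrays. The call between genotypes was reached by *Cebpd* and *Stat5a*, both lower in *Prlr*-/- pituitaries. Only *Cebpd* is among the genes the study took from these arrays.

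*Stat5a* fell by 0.99 on the log2 scale (standard error 0.196, adjusted p = 0.00168 from limma), from 2.70 ± 0.37 (SD, n = 7) to 1.72 ± 0.71 (SD, n = 7), and it was not called without the experiment term or in the second experiment alone. *Stat5b* (-0.19, adjusted p = 0.147 from limma) and *Stat3* (-0.06, adjusted p = 0.402 from limma) were not called. *Foxo1* (-0.78, adjusted p = 1.29e-05), *Yap1* (-0.53, adjusted p = 3.72e-05) and *Esr1* (-0.36, adjusted p = 0.00424) fell and *Ahr* rose (0.59, adjusted p = 0.000434), each past the adjusted p of limma and on 7 of 7 *Prlr*-/- arrays, but under 1.8-fold. *Foxo1* was called in the first experiment alone (-0.85). *Tcf4* (0.01) had no direction, since its sign turned under quantile normalization (-0.06).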

A selection of the most interesting TFs is presented in Figure 6 along with the number of their potential targets and their averaged fold change in the mouse model.

**Figure 6:**
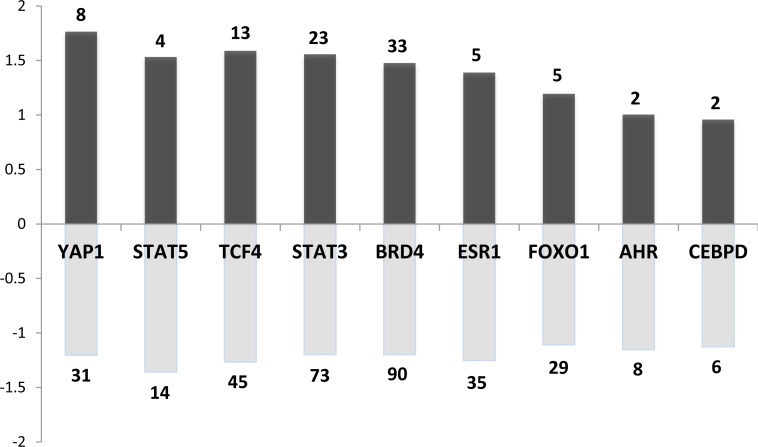
Main transcription factors (TF) whose known targets are dysregulated in both rat and mouse models Dark and pale grey bar charts indicate for each TF the mean fold change of up and down regulated target genes respectively. The number regarding the bar chart indicates the number of up or down-regulated target genes for each TF.

Among these transcription factors, we found STAT5 (signal transducer and activator of transcription factors 5) and STAT3. This is consistent with the current view of PRL signaling being mediated by Jak2–STAT in the target tissues. This further supports the existence of an autocrine regulatory PRL loop in the pituitary.

Estrogen receptor alpha (ERα) was also retrieved by our analysis. ERα is an important physiological regulator of lactotroph cell proliferation. This has been demonstrated *in vivo* using ERα^–/–^ mouse model [32] and consistently, rat strains rapidly develop prolactinomas after estrogen exposure [18]. This underscores the importance of estradiol in the early stages of lactotroph tumorigenesis which would also be operating at 4 months in our mouse model.

Aryl hydrocarbon receptor (AhR) targets were also found to be dysregulated. AhR is known to mediate the effects of xenobiotics implicated in carcinogenesis [33]. In line with its potential implication in the murine model, it is the best-known interacting partner of the aryl hydrocarbon receptor-interacting protein (AIP), whose germline mutations predispose to pituitary somatotroph and lactotroph adenomas in human [34].

Known targets of the transcription factor CEBPD (CCAAT-enhancer-binding protein δ) also appeared dysregulated. Consistently, CEBPD has been previously identified as a critical gene regulating both PRL expression and lactotroph cell proliferation and is downregulated in prolactinomas [35]. Accordingly, *Cebpd* expression level was also decreased by approximately 5 times in our *Prlr*^–/–^ mice compared to *Prlr*^+/+^ mice. 

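*Cebpd* was 4.16-fold lower in *Prlr*-/- pituitaries. Its log2 value was 4.25 ± 0.31 (SD, n = 7) in *Prlr*+/+ and 2.20 ± 0.19 (SD, n = 7) in *Prlr*-/- mice, a decrease by 2.06 on the log2 scale (standard error 0.130, adjusted p = 2.73e-07 from limma). On 7 of 7 *Prlr*-/- arrays it was below the *Prlr*+/+ arrays of the same age and experiment. The log2 fold change was -2.15 at 2 months and -1.93 at 4 months, and -2.11 and -1.99 in the first and second experiment. It was called under all 17 alternative settings, with log2 fold changes between -2.13 under quantile normalization and -1.99 in the second experiment alone, and with each of the 14 arrays left out.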

CEBPD regulates Cyclin D1 (CCND1), which was also detected as DE gene in our study (increased by 2.5 times in *Prlr*^–/–^) and dysregulated CCND1 is known to play a role in human pituitary tumorigenesis [36, 37]. It is worth noting that CCND1 potential targets were also DE in both mouse and rat models (*p <* 0.05). This is consistent with the fact that CCND1 plays a crucial role in the regulation of cell cycle and displays oncogenic properties.

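*Ccnd1* was called 2.54-fold higher in *Prlr*-/- pituitaries. Its log2 value rose from 2.79 ± 0.48 (SD, n = 7) to 4.14 ± 0.41 (SD, n = 7), a log2 fold change of 1.35 (standard error 0.185, adjusted p = 0.000116 from limma), and 7 of 7 *Prlr*-/- arrays were above the *Prlr*+/+ arrays of the same age and experiment. The change was 0.91 at 2 months and 1.93 at 4 months, and the interaction test between the ages gave an adjusted p of 0.553 from limma. It was 1.69 in the first experiment and 0.88 in the second, where *Ccnd1* was not called.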

Yes-associated protein (YAP) and the transcriptional coactivator with PDZ-binding motif (TAZ) belong to the Hippo signaling pathway and are phosphorylated by the LATS1 kinase. This cascade regulates the growth of tissues during development and plays a role in cancer. Indeed, activation of Hippo signaling results in dysplastic growth and increased organ size. It has been shown that *Lats1*^–/–^ mice exhibit a pituitary hyperplasia [38]. Thus, a dysregulation of the Hippo pathway may also contribute to pituitary tumorigenesis such as prolactinoma development.

FOXO1 (forkhead box transcription factor 1) plays a role in normal somatotrope differentiation as well as gonadotrope function. However, no role of this transcription factor has yet been described in lactotroph cell or in pituitary tumorigenesis [39]. That being said, it is worth mentioning that FOXO TFs are well-known targets of AKT1, and important regulators of cell-cycle and proliferation in many cell types.

We have also explored the intersection between the rat + mouse dataset and DE genes from microarray data of human prolactinomas obtained from a previous study [40]. The intersection included 12 genes (*Cebpd, Cdh2, Ghrhr, Gnrhr, Lgi1, Lrrn2, Plch2, Ppl, Stmn2, Tmem30b, Igsf1, Spc25*). 

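All 12 genes were tested in the mouse data and were past an adjusted p of 0.01 from limma, 10 lower and 2 higher in *Prlr*-/- pituitaries. Of these, 11 were called, also 11 adjusted over the list alone, on the arrays from which the study had already selected them. In the second experiment alone only *Cebpd* was called, although all 12 genes had the same sign. The set had a median log2 fold change of -1.05, and camera gave an adjusted p of 8.06e-05, which the selection on these arrays makes low by construction. Apart from *Cebpd*, the largest decreases were those of *Stmn2* (-1.31, standard error 0.126, adjusted p = 7.03e-06 from limma), *Gnrhr* (-1.29, standard error 0.154, adjusted p = 3.76e-05 from limma) and *Lgi1* (-1.17, standard error 0.183, adjusted p = 0.000300 from limma). *Lgi1* was well above background on 6 *Prlr*+/+ and 2 *Prlr*-/- arrays, and its change was -0.23 and not called after the normexp correction, chosen after seeing the data, whose offset by itself shrinks the changes of dim genes. *Lrrn2* (-0.84), *Plch2* (-0.62) and *Ppl* (-0.83) also lost their call under it. *Tmem30b* (-1.06), *Ghrhr* (-1.05), *Ppl* (-0.97), *Lrrn2* (-0.94) and *Plch2* (-0.88) were lower as well. Each of the 12 genes lay on the same side on 7 of 7 *Prlr*-/- arrays when compared with the *Prlr*+/+ arrays of the same age and experiment.

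*Igsf1*, one of the 2 higher genes beside *Spc25*, missed the 1.8-fold limit with its brightest probe (0.80, 1.74-fold, adjusted p = 7.27e-05 from limma). Its other probes gave 1.99-fold and 1.81-fold, and it was called when the mean of its probes was used. *Plch2* and *Lrrn2* depended on single arrays. *Plch2* was not called in the first experiment alone (-0.76) and in 3 of 14 cases with an array left out, with -0.80 without replicate 3 of *Prlr*-/- mice at 4 months, and *Lrrn2* in 2 of 14 cases, with -0.83 without replicate 2 of *Prlr*-/- mice at 4 months.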

Interestingly, among these 12 genes, 11 are targets of BRD4 which belongs to the BET family of nuclear proteins carrying bromodomains that are implicated in chromatin interactions. BRD proteins, and most prominently BRD4, are important regulators of MYCN transcription. A very recent study showed that the overexpression of MYCN induced pituitary tumors in mouse resembling human pituitary adenomas. Furthermore, treatment by JQ1, a BRD4-inhibitor, resulted in a reduction of tumor growth *in vivo,* suggesting that pituitary gland tumorigenesis is dependent on MYCN expression [41].

In order to gain insights into the interplay between those various regulators (namely, kinases and TFs), we built a network, by retrieving known direct protein-protein interactions (i.e., interactome) among them using Cytoscape. Interestingly, when using this list of 18 kinases and TFs as input, 16 appeared directly connected to at least another regulator (Figure 7). Moreover, several of the TFs are known to be phosphorylated by at least one of the kinases. This network highlights the strong interplay between the potential effectors of PRLR, both at the kinases and FTs levels, to coordinate the transcriptomic response observed in the two rodent models.

**Figure 7:**
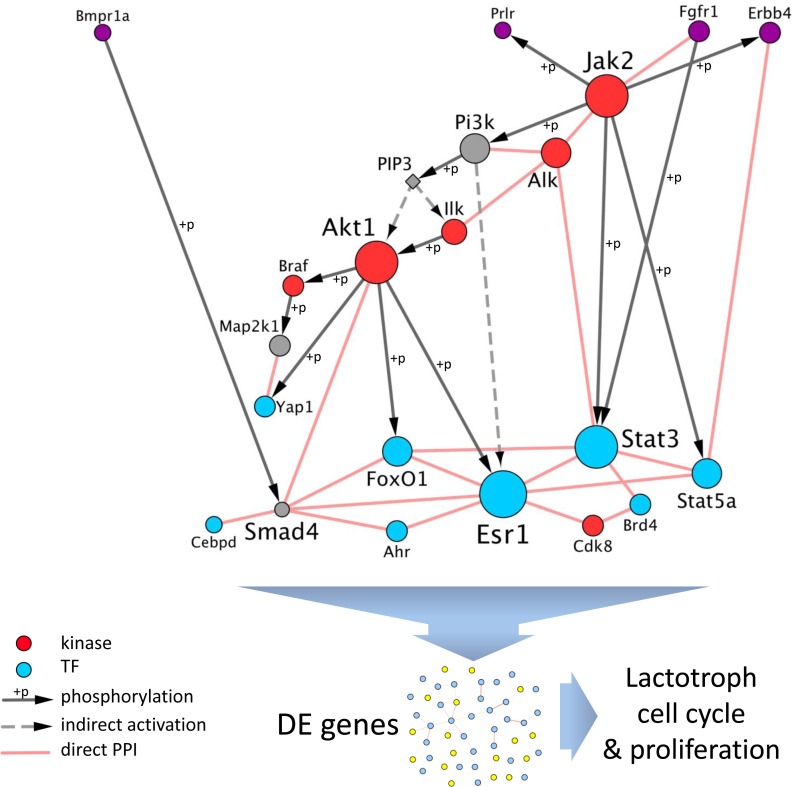
Interplay between regulators of DE genes downstream of PRLR The set of dysregulated genes both in *Prlr*^–/–^ mice and in DES-treated rats were significantly enriched in targets of kinases (in red) and FTs (in blue). Those regulators are connected by known direct protein-protein interactions (PPI) or are phosphorylation targets of another one (grey directed arrows). The network is rearranged with receptors at the top (in purple, note that BMPR1A and FGFR1 are also kinases), kinases as intermediate regulators, and FTs as downstream effectors. When PRLR function is abolished, the interplay between the regulators converges towards a dysregulation of their targets, as detected by transcriptomics, that results in altered cell cycle and proliferation of lactotroph cells.

The molecular events involved in the pathogenesis of prolactinomas are still a matter of debate. Here, we demonstrate the key role of PRLR signaling in initiating prolactinoma, since *Prlr*^–/–^ mice develop lactotroph adenomas with 100% penetrance from 12 months of age. Although its role in the mammary gland has previously been established [42, 43], our study provides evidence that a perturbation of PRLR signaling triggers pituitary adenoma development. Combined biological and histological analysis of *Prlr*^–/–^ mouse adenomas constitute an interesting approach to better understand the human disease despite their phenotypic differences. *Prlr*^–/–^ prolactinomas constitute a model of aggressive disease because of their high mitotic activity. The absence of tumor shrinkage after 3 months of cabergoline administration suggests that *Prlr*^–/–^ prolactinomas could be a model of the dopamine-resistant subtype. Additionally, molecular analyses performed at an early stage, before tumor occurrence, enabled us to identify a molecular network in pathways that emerge from the absence of PRLR and result in lactotroph adenoma several months later. This strategy results in finding candidate genes that could be involved in PRL pituitary tumors initiation. The *Prlr*^–*/–*^ mouse model will help identify the multiple steps involved in pituitary tumorigenesis and test novel therapeutic approaches such as tyrosine kinase inhibitors that are already effective in the targeted treatment of various tumors. Mouse pituitary MRI, as suggested by our study, will open new avenue for tumor response evaluation to such novel therapeutic options.

## MATERIALS AND METHODS

### Hormonal analysis in mouse

Blood was collected from the tail vein of mice, immediately diluted in PBS-T (PBS, 0.05% Tween20), and then promptly frozen and stored until use at −20°C. PRL concentrations were measured using a home-made ultrasensitive-ELISA, as previously reported [44]. The animal facility was granted approval (N°C94-043-12), given by the French Administration (Ministère de l′Agriculture). All procedures were approved by the local ethic committee Consortium des Animaleries Paris Sud (CAPSud) (N°2012-021).

### Pituitary MRI scanning

Gas anesthesia was induced using isoflurane delivered in air at a flow of 4 L/min (Isovet, Centravet Plancoët, France) and then with maintenance concentration at 1 to 0.5 L/min and magnetic resonance imaging (MRI) was performed with a. 4.7 Tesla (T) Bruker system (Biospec 47/40 USR Bruker, Ettlingen, Germany). A dose of 125 µL Dotarem® (0.5 mM/mL gadolinium) was administered intraperitoneally and T1 fat sat imaging acquisition was performed 10 minutes later. Coronal sections of 300µm were analyzed using Radiant Dicom viewer.

### Cabergoline treatment

For drug response, blood was collected from two 12-month-old female *Prlr*^–/–^ mice. Then, 1 mg/kg/day cabergoline was administered orally during three months. Post-treatment blood sample and pituitary MRI scanning were obtained after one month and three months of treatment.

### Pathological analysis

In order to evaluate initial and delayed histological abnormalities along prolactinoma development, mice were sacrificed at ages 4, 6, 12, 18 and 24 months, and their pituitary glands as well as the sella were inspected visually with a dissecting microscope and placed immediately in 10% zinc formalin for 24 hours. After rapid decalcification (pituitary glands and sella were placed in 50 mL DC3 histological decalcifier from VWR chemicals during 10 minutes), paraffin-embedded serial sections 4–5 μm thick were cut with a standardized protocol and stained with hematoxylin and eosin or the Gordon–Sweet silver method for reticulin matrix. Immunohistochemical staining to identify lactotroph cells was performed using the streptavidin-biotin peroxidase technique. Primary antiserum directed against PRL was used at the 1:20 000 dilution (provided by A.F. Parlow and the National Hormone and Peptide Program) further diluted 1:20 (DAKO Corp., Carpinteria, California, USA).

### Transcriptome analysis

Two and four month-old wild-type (*n =* 6 and 6 respectively) and *Prlr*^–*/–*^ (*n =* 6 and 6 respectively) mice were sacrified by decapitation. Pituitaries were removed, pooled three by three to form duplicates for each genotype, and frozen at –80°C before RNA extraction. Fifty ng total RNA was amplified and labeled with Cy3 using Low input Quick Amp labeling Kit (Agilent technologies, Santa Clara, California, USA) according to manufacturer’s instructions. Labeled cRNA was then fragmented and hybridized over 1 Sureprint G3 Mm9 8 × 60 K array (Agilent technologies), allowing the study of the 8 samples in parallel and interrogating over 40K annotated transcripts of Mm9 assembly. Hybridization was performed according to manufacturer’s instructions. Raw fluorescence data were extracted using Genespring software v12 (Agilent technologies) and normalized using the 75th percentile method. Values were then log2 normalized and subtracted of the median value for each replicate. The whole experiment was replicated with another set of animals (12 wild-type and 12 *Prlr*^–/–^ mice). Differential gene expression (DE) was assessed using Significance Analysis of Microarrays [17]. The DE gene list was explored using the gene set enrichment analysis program Enrichr [45] to identify upstream regulators (kinases and transcription factors) for which known targets are significantly enriched in DE genes. This analysis was performed on 25 March 2016. The network was constructed using Cytoscape 3.3 and the GeneMania plugin to automatically retrieve known direct protein-protein interactions (interactome) from databases and manually curated bibliographic sources [46, 47] and additional manual search.

## SUPPLEMENTARY MATERIALS TABLE

# Supplementary material for: Natural and molecular history of prolactinoma: insights from a Prlr –/– mouse model
**Source:** Oncotarget. 2017 Dec 27;9(5):6144–55. doi: 10.18632/oncotarget.23713
**Supplement:** Supplementary file 1

## Natural and molecular history of prolactinoma: insights from a *Prlr*<sup>-/-</sup> mouse model

### SUPPLEMENTARY MATERIALS

**Supplementary Table 1:** List of 218 genes displaying concordant variations in mouse at rat prolactinoma models. See Supplementary\_Table\_1

How the deposited data were processed for this re-analysis (not part of the article)

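Gene expression in the pituitary was measured on 14 one-color Agilent arrays from *Prlr*+/+ and *Prlr*-/- females at 2 and 4 months of age, with a pool of 3 pituitaries on each array. The arrays of the first experiment (8) and of its replication with other animals (6) were told apart by the slide named in the deposited labels. Data of the rat and human tumors, the predicted regulators, imaging, histology, hormone levels and drug treatment were not analyzed here.

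The authors deposited for each array the scanner's intensity values, in arbitrary units, with the background of each spot subtracted and with the spatial and multiplicative trends of the array removed by the Feature Extraction software, and with no normalization between arrays. The files also hold the median intensity of each spot and of its local background, as deposited by the authors before background subtraction. A column with the mean intensity of each spot was not found in the files. Alternatives planned on it were therefore run on the median intensity instead, a change made after seeing the data. The authors also deposited a table of log2 values, made in GeneSpring by 75th percentile normalization and subtraction of a median. The methods can be read as a median taken within each replicate, but in the deposited table the median of every probe over all 14 arrays is 0. After the same centering, the scanner values had a Pearson r of 0.999 with this table, a slope of 0.991 and a median absolute difference of 0.0152 on the log2 scale. Probes were matched to gene symbols through their RefSeq accessions. Of 179 genes in lists fixed in advance, 177 have a probe, and probes without a matched symbol entered only the alternative on all array features.

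No array had a saturated spot, and the median local background was between 25 and 28 units. The signal was higher in the first experiment, with a median 75th percentile of 422, than in the second, with 347. Log2 values near background are imprecise, and a gene that is well above background on no array of one genotype is given only a lower bound of its fold change. Arrays of one group differed by a median of 0.126 to 0.187 on the log2 scale within an experiment (6 pairs) and by 0.302 to 0.376 between experiments (12 pairs).

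Log2 intensities were taken relative to the 75th percentile of the array. Spots that the software marked as outliers were left out, with up to 2 missing values allowed per probe. Probes were tested when well above background on every array of at least one of the 4 groups. Linear models were fitted with limma (version 3.58.1 in R 4.3.3), with genotype, age and experiment as terms, or with the 4 groups and experiment for comparisons within an age or a genotype and for the interaction. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and a change of at least 1.8-fold. Fold changes are *Prlr*-/- over *Prlr*+/+, standard errors are those of the limma model, and each array is the unit of replication. Significance Analysis of Microarrays was rebuilt from its published procedure with up to 100 permutations. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

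There were 31 gene lists fixed in advance, made of genes the paper names, marker genes of pituitary cell types and genes of known responses. The 27 lists with at least 3 tested genes that have no missing value were tested with limma's camera, at a preset correlation of 0.01 and an adjusted p under 0.05 over these lists. The others are the targeted gene, the genes the paper follows singly and the sex-linked genes. Alternatives were fry and camera with the correlation estimated from the data.

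The genes named in the text are *Prlr*, every gene the paper names from the microarray experiment apart from some that are not reported here, and members of the lists where their list is reported. To these were added the 5 genes with the largest rise and the 5 with the largest fall among the genes called with both ages together whose *Prlr*-/- arrays all lie on one side of the *Prlr*+/+ arrays of the same age and experiment. These choices, the comparisons and the alternatives that follow were made before the data were examined. These were quantile normalization, the authors' log2 values, no filter or a stricter filter on dim probes, other ways to join probes, other thresholds, array weights, no experiment or age term, the replicate number as a block, each experiment alone and leaving out each array in turn. Alternatives added later were normexp (offset 50) on the median spot intensity, all array features, Significance Analysis of Microarrays without centering, and the median spot intensity for the kinases.

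The deposited replicate numbers recur in each genotype and age. For 7 pairs of groups within an experiment, of the same or of different age or genotype, the deviations of arrays with the same number from their group means had a Pearson r of 0.167 to 0.389 (median 0.293). Every pair was over 0.1, which was taken as the numbers pairing the arrays, and the block is reported as an alternative.

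The procedure was tested on simulated data with 200 changed genes out of 14904. With both ages together limma recovered 98.5% of them and Significance Analysis of Microarrays 99%. For the interaction limma recovered 81.5%. Every simulated change was above the 1.8-fold limit, so that these shares do not tell how often a smaller difference would be found. No recovered gene had the wrong sign, and in each comparison at most 5 unchanged genes were called.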

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

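Of the tests in this part, the normexp correction and the use of *Xist* against arrays of males were chosen after the data were seen. The 10 genes below were taken by a rule on size, and the lists were drawn up without these arrays.

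In 66 genes and 3 measures of the arrays, each group of 4 arrays was searched for an array far from the other 3. This was found in 3 of 138 groups. Chance gives about 1 in 20 in groups without structure, but each group holds 2 arrays of each experiment, which widens its range and hides single distant arrays, so that the numbers cannot be compared. *Alk* was lower in replicate 3 of *Prlr*+/+ mice at 2 months (-1.447, the others -0.71 to -0.66). *Cldn11* was higher in replicate 2 of *Prlr*-/- mice at 2 months (-1.486, the others -1.87 to -1.83). *Ghrhr* was lower in replicate 1 of *Prlr*+/+ mice at 2 months (0.7064, the others 1.13 to 1.16). No array recurs among the 3. No biological explanation was tested.

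The 5 genes with the largest fitted increase in *Prlr*-/- pituitaries were *Tac4* (4.4918), *Prss29* (4.4871), *Ndnf* (3.7798), *Apobec2* (3.4536) and *Aspa* (3.3757). The 5 with the largest fitted decrease were *Ceacam10* (-5.0762), *Hapln1* (-4.7365), *Cilp* (-4.5559), *Penk* (-4.2597) and *Rab38* (-3.9197). The paper does not discuss them, although *Ndnf*, *Penk* and *Rab38* are in its Supplementary Table 1. *Hapln1*, *Cilp* and *Apobec2* were above background on no array of one genotype, so that their fitted values and ranks depend on the background. Each of the 10 lay on one side of the *Prlr*+/+ arrays on 7 of 7 *Prlr*-/- arrays, which was a condition for choosing them. After the normexp correction, chosen after seeing the data and with an offset of 50 units that by itself shrinks the changes of dim genes, *Hapln1* was at -1.54, *Cilp* at -1.69, *Ndnf* at 1.30 and *Apobec2* at 1.26, while *Tac4* kept 3.74 and *Prss29* 4.10. Arrays of male animals alone do not explain them, since the lowest *Xist* value was 0.998. An admixture of male tissue was not tested, and a Y-linked probe was above background on 3 *Prlr*-/- arrays. The slide does not explain them either, since 98.3% of the genes called in the first experiment had the same sign in the second. A change in the cells that make up the pituitary or in their expression remains open.

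Among lists the paper does not report on, 9 passed camera. Lower in *Prlr*-/- pituitaries were the clock output genes (adjusted p = 3.57e-05, 9 of 9 genes lower), stem and folliculostellate cells (0.00246, 6 of 6 lower), mesenchymal cells (0.00246, 5 of 7 lower), the posterior lobe (0.00302, 6 of 6 lower), feedback genes of STAT5 (0.00725, 3 of 4 lower), the glucocorticoid response (0.00910, 6 of 6 lower), gonadotrophs (0.0172, 5 of 5 lower) and melanotrophs (0.0373, 3 of 3 lower). Higher were the endothelial genes (0.0137, 6 of 6 higher). The melanotroph list did not pass without replicate 1 of *Prlr*+/+ mice at 2 months (0.0591) or replicate 3 of *Prlr*+/+ mice at 4 months (0.0531), or with the replicate number as a block (0.0510). All other lists of the 9 passed with any one array left out. No list of the 9 passed when camera estimated the correlation between genes from the data, with adjusted p-values from 0.107 for mesenchymal cells to 0.297 for melanotrophs. The study itself holds *Gnrhr* of the gonadotroph list, *Dcn*, *Lum* and *Ogn* of the mesenchymal list, *Cish* and *Socs2* of the STAT5 list and *Dbp* and *Usp2* of the clock list in its Supplementary Table 1. *Per1* is in both the clock and the glucocorticoid list.

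In the list of STAT5 feedback genes, *Cish* (-2.16) and *Socs2* (-2.39) were called lower and *Socs3* (0.21) was not. *Socs1* (-0.79) was under the fold limit and passed it without replicate 1 of *Prlr*+/+ mice (-0.88) or replicate 3 of *Prlr*-/- mice (-0.91) at 2 months. The median log2 fold change of the 4 was -1.48, with -1.42 in the first experiment and -1.55 in the second. The receptor that the mice lack acts through this pathway, and the loss of its signal in pituitary cells may lower these genes. This remains a hypothesis, since the shared explanations were tested only for the 930 genes as a whole. Of these, a difference of array signal is not settled by a ratio of 0.989 between the counts under quantile normalization and under the 75th percentile. Both rescale whole arrays. A different time of day (adjusted p = 3.57e-05) stays open.

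The medians of the marker lists were -0.61 for stem and folliculostellate cells, -0.64 for the posterior lobe, -0.52 for melanotrophs, -0.90 for mesenchymal cells, -0.38 for gonadotrophs and 0.37 for endothelial cells. A larger share of lactotrophs would lower the markers of all other types by a similar amount. The 11 lists of other cell types (54 genes) had medians from -0.98 to 0.37, with a permutation p of 0.036 for one shared mean. The permutation treats genes as independent, while markers of one type can vary together (estimated correlation 0.905 for melanotrophs), so that its p may be too low. The endothelial median of 0.37 goes against a fall shared by all types. Whether a larger share of lactotrophs alone accounts for the other lists stays open. A posterior lobe lost in dissection may lower its own markers and those of the melanotrophs next to it, and it was not tested apart from the share of lactotrophs. The mesenchymal list was mixed, with *Pdgfra* (-1.84), *Ogn* (-1.04), *Dcn* (-0.97) and *Lum* (-0.90) called lower but *Col1a1* (-0.33), *Col1a2* (0.24) and *Col3a1* (0.06) not called. The gonadotroph list had a median of -0.14 at 2 months and -0.91 at 4 months, a difference that was not tested for the list. The glucocorticoid list had a median of -0.50 and no called gene, and 0 were called adjusted over the list alone.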

How the results depend on the processing

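Added after seeing the data were normexp on the median spot signal, all array features, Significance Analysis of Microarrays without centering, and the median spot signal for the kinases. Alternatives on the mean spot signal were not run because the files hold no such column.

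The 930 genes changed by genotype (608 lower, 322 higher) stayed within 1.5 times that count under 15 of 18 alternatives. The exceptions were normexp with 443 genes (258 lower, 185 higher), no limit on fold change with 3484 (1933 lower, 1551 higher) and the second experiment alone with 241 (165 lower, 76 higher). With all array features the higher ones rose to 493. Genes shared with the 930 numbered 435 under normexp, 215 in the second experiment, 895 under quantile normalization and 926 with the authors' log2 values. The second experiment has fewer arrays. The normexp setting adds an offset of 50 units, which by itself shrinks the changes of dim genes, so that the fall under it does not show a dependence on the background. With each array left out, the lower genes numbered 535 to 648 and the higher ones 298 to 342.

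At 2 months, 589 genes became 308 under normexp, 319 with no experiment term, 1408 with no limit on fold change, 330 in the first experiment and 0 in the second. At 4 months, 1127 genes became 645, 672, 2003, 745 and 0 under the same settings, and 720 under Significance Analysis of Microarrays without centering. The second experiment holds a single array of each genotype at 4 months, which is assumed to vary like the other groups. With each array left out the counts were 470 to 589 at 2 months and 877 to 1124 at 4 months. Of 95 named genes, 16 lost their call under normexp and 34 in the second experiment alone.

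The counts with age were small and moved the most. With both genotypes together, 9 genes became 2 with quantile normalization (*Nupr1*, *Htr2b*), 2 with no experiment term (*Pate14*, *Htr2b*) and 2 with the replicate block (*Htr2b*, *Anln*). They became 26 at an adjusted p under 0.05, 16 with no limit on fold change, 14 with array weights and 18 under Significance Analysis of Microarrays. limma called 0 with no filter on dim probes, with all array features and in either experiment alone, where 1913 genes had an unadjusted p under 0.05 in all 14 arrays. With an array left out they numbered 0 (without, among others, *Prlr*+/+ replicate 1 at 4 months) to 11 (without *Prlr*+/+ replicate 1 at 2 months).

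In *Prlr*+/+ mice, 0 genes became 2 with quantile normalization (*D130009I18Rik*, *Htr2b*), 2 with normexp (*Acss1*, *Pate14*), 12 at an adjusted p under 0.05, 2 with array weights (*Pate14*, *Vgf*), 1 in the first experiment (*Aqp8*) and 6 under Significance Analysis of Microarrays with or without centering. With an array left out they reached 11, without *Prlr*+/+ replicate 1 at 2 months. In *Prlr*-/- mice, 0 genes became 10 with normexp, 1 with the replicate block (*Garem2*), 1 with any probe of a gene (*Tedc1*), 17 at an adjusted p under 0.05, 2 under Significance Analysis of Microarrays and 7 without centering. With an array left out they reached 5, without *Prlr*-/- replicate 1 at 4 months. The interaction gave 0 genes by limma, apart from 1 with the replicate block (*Garem2*). The genes in brackets are named after their values were seen. The replicate block changed no other count by more than 1.5 times.

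Of the genes in Supplementary Table 1, the 131 lower ones called became 77 under normexp and 42 in the second experiment, and the 53 higher ones became 11 in the second experiment. Under the other alternatives both stayed within 1.5 times. With an array left out they were 123 to 135 and 49 to 53. The 16 lists passing camera became 0 when the correlation was estimated. The share of genes with one sign at both ages was 77.3651% among all tested genes, against 100% of the 930.

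Of 1785 values of the 95 named genes under alternatives, 1647 kept their sign and their side of the threshold, 70 lost a call, 37 gained one and 31 changed sign or fell to 0. Part of this agreement was fixed in advance. Settings such as no experiment term, no age term and the replicate block leave most fold changes as they were, and a gene that was not called cannot lose a call. The 1647 are therefore no measure of robustness. The sign changes concerned 13 genes with a size of at most 0.54 in all arrays. In the second experiment alone they were *Jak2* (0.0305), *Tcf4* (-0.057), *Smad4* (-0.0157), *Fos* (-0.0176), *Ier2* (-0.0339), *Ciart* (1.4937), *Npas2* (-0.1855), *Clock* (-0.1931) and *Nfil3* (-0.2647). In the first they were *Nr4a1* (0.3531) and *Dusp1* (0.3128). Under quantile normalization they were *Tcf4* (-0.0617), *Clock* (-0.0058) and *Prl* (0). Under normexp they were *Tcf4* (-0.0054), *Egr3* (0.0949), *Dusp1* (8e-04) and *Ciart* (0.145). With array weights they were *Tcf4* (-0.0072) and *Dusp1* (0.1102). With the mean of all probes they were *Tcf4* (-0.0013) and *Smad4* (-0.0307), and with any probe *Smad4* (-0.1338). With an array left out the range crossed 0 for *Jak2* (-0.0272 to 0.0338), *Tcf4* (-0.0287 to 0.0582), *Fos* (-0.0354 to 0.6723), *Egr3* (-0.4251 to 0.1135), *Nr4a1* (-0.4504 to 0.0592), *Dusp1* (-0.2583 to 0.2164), *Ciart* (-0.9856 to 0.1622) and *Clock* (-0.016 to 0.0793). The cause was not tested, except that the top rank of *Prl* on the arrays holds its value near 0 under quantile normalization.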

Differences from the paper's values

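No test in this part was chosen only after its result was seen, apart from the alternatives named as such. For the counts of changed genes and the fold changes of *Cebpd*, *Ccnd1* and *Erbb4*, no value from all 14 arrays under the settings of the processing summary (without the filter on dim probes for *Erbb4*) differed from the paper's by more than 1.5 times. Under alternatives some did, the number of all changed genes and of the lower ones under normexp, the number of all, lower and higher genes with no limit on fold change and in the second experiment alone, that of all and higher ones with all array features, and *Erbb4* under normexp. Of these, normexp and all array features were chosen after seeing the data. The following statements of the paper are met only in part.

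The paper states that Significance Analysis of Microarrays showed no change of expression patterns with age. With both genotypes together, 9 genes were called with age by limma and 18 by Significance Analysis of Microarrays (8 without centering, chosen after seeing the data), and with each genotype alone limma called 0 and Significance Analysis of Microarrays 6 and 2 (6 and 7 without centering). limma called 0 genes with age in both genotypes together with no filter on dim probes, with all array features (chosen after seeing the data) and in either experiment alone.

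The paper lists *Ncam1*, *Lrrc4c* and *Igsf1* among the genes that changed. Here they were under the 1.8-fold limit, with log2 fold changes of -0.83, -0.82 and 0.80, although all 3 were past the adjusted p of limma. All 3 were called with no limit on fold change and in the first experiment alone. *Ncam1* was also called under quantile normalization and with any probe of a gene, and *Igsf1* with any probe and with the mean of all probes. With single arrays left out, *Ncam1* was called in 2, *Lrrc4c* in 4 and *Igsf1* in 1 of 14 cases.

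The paper takes up kinases with a raw signal above 500 units. This held for 8 of 9 kinases. The mean of *Alk* was 499.6. *Alk* is included when any array above 500 is enough, and with the median spot signal (552), an alternative chosen after seeing the data. It is also included with any one *Prlr*+/+ array left out, or replicate 3 or 4 of *Prlr*-/- mice at 2 months.

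The paper reports *Erbb4* as higher in *Prlr*-/- pituitaries. Here it was not tested, since it was well above background on 1 of 7 *Prlr*+/+ and 3 of 7 *Prlr*-/- arrays. With no filter on dim probes it was called 2.49-fold higher.

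Of the genes the paper lists in Supplementary Table 1, 18 lower genes and 1 higher gene were tested and were under the fold limit, and 12 lower and 2 higher genes were not tested. The copy of the table used here holds 217 genes and the paper's text gives 218. With no filter on dim probes, 142 lower and 54 higher genes were called. With no limit on fold change, 149 and 54 were.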

Other observations

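What each explanation would show was written down before the results were seen, but the tests by the *Xist* values and by the ratio of clock genes between experiments were chosen after, and so was the decision to leave the handling of the animals open.

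Other splits of the arrays into groups of the same sizes show where chance can be excluded, for comparisons with called genes. For genotype with both ages together, 1 of 100 splits, the real one, gave as many genes as the 930, and the highest other split gave 1 gene. Of the 64 splits that part all 7 pairs of arrays with the same number, 1 gave as many, and the highest other gave 4 genes. For age with both genotypes together, 1 of 100 splits gave as many as the 9 genes, and so did 1 of the 64 splits that part the 6 pairs of one genotype and number, so that chance can be excluded for both. Excluding chance does not settle the number of genes, which was 2 with the replicate block. For genotype at 2 months 1 of 35 splits gave as many, which excludes chance where the pairs are ignored. Only 8 splits part its 4 pairs, of which 1 gave as many, and these are too few. The comparison of splits that part the pairs within an age and with age was chosen after the results were seen. For genotype at 4 months 1 of 10 splits gave as many, and 10 splits are too few to exclude chance. For age in *Prlr*+/+ and in *Prlr*-/- mice, where limma called 0 genes (1323 and 1846 at an unadjusted p under 0.05), 35 of 35 splits gave as many, and for the interaction, with 0 genes called by limma and 1115 at an unadjusted p under 0.05, 100 of 100 did. Against a count of 0 every split gives as many, so that these numbers test nothing.

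In a principal component analysis, the first component held 36.4% of the variance and followed the experiment (75.2% of it) more than genotype (20.8%). The second held 32.8% and followed genotype (75.4%). The fourth held 4.88% and followed age (72.8%). The experiment is balanced over genotypes. Of the 1025 genes called in the first experiment alone, 98.3% had the same sign in the second, which argues against the slide as a source of the genotype effect.

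Alleles of the donor strain next to the targeted gene would put called genes near *Prlr* on chromosome 15. Within 20 megabases 5 of 63 tested genes were called (7.94%), against 924 of 14851 elsewhere (6.22%, p = 0.595 by Fisher's exact test). The p was 0.546 within 10 and 0.179 within 40 megabases, and 0.423 with no filter on dim probes. The 5 genes are *Amacr* (-1.03), *Npr3* (-0.94), *Zfr* (-1.07), *Cdh18* (1.17) and *Cdh9* (2.20), named after their values were seen. *Amacr*, *Npr3* and *Zfr*, all lower, lie closest to *Prlr*, at 0.633, 1.49 and 1.77 megabases, while *Cdh9* and *Cdh18*, both higher, lie at 6.38 and 12.2. The window holds too few called genes for such alleles to account for the 930 genes as a whole. With 63 genes in it, the test cannot exclude a local effect, and a single gene could still be changed by them.

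Females were used. The lowest log2 value of *Xist* was 0.998 and it was well above background on 14 of 14 arrays. A probe of a Y-linked gene was above background on 3 *Prlr*-/- arrays, at log2 values of -2.28 and -4.12 for *Uty* and -4.45 for *Eif2s3y*. The test was at first the number of arrays with such a probe, which would have left the question open, and it was changed to *Xist* after both were seen. Arrays of male animals alone are argued against by the *Xist* values. An admixture of male tissue at the level of these Y-linked probes was not tested. A difference in array signal between genotypes stays open. Quantile normalization gave 0.989 times the number of called genes, but both settings rescale whole arrays, so that this ratio cannot decide. In the first experiment the 75th percentile was 435 to 549 on *Prlr*+/+ and 365 to 409 on *Prlr*-/- arrays. In the second experiment the ranges overlapped, at 318 to 389 and 314 to 380.

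A different time of day at sacrifice between genotypes may contribute to the changes. Of the clock output genes, 9 of 9 were lower in *Prlr*-/- pituitaries (median -0.78, adjusted p = 3.57e-05 by camera). With the correlation between genes estimated from the data, camera gave an adjusted p of 0.116 for the clock output genes. *Usp2* (-1.17), *Dbp* (-1.10) and *Per3* (-0.92) were called, *Per3* not without replicate 3 of *Prlr*-/- mice at 4 months (-0.83), and 3 were called adjusted over the list alone. Their median was -0.90 in the first experiment and -0.55 in the second. Of the genes in antiphase, 4 of 4 were higher (median 0.29), but that list did not pass (adjusted p = 0.261) and its median was 0.57 in the first and -0.05 in the second experiment. The ratio of the second to the first experiment had a median of 0.489 for the clock output genes and of 0.7099 for all genes called in the first (permutation p = 0.029 from random sets of called genes, a comparison chosen after the values were seen). An effect of the genotype on these genes stays open too, and the share of the 930 genes that time of day accounts for was not measured.

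A different handling of the animals or the tissue was examined with immediate early genes. Of these, 8 of 10 were lower (median -0.41, adjusted p = 0.1005 by camera), and the list passed without replicate 1 of *Prlr*-/- mice at 2 months (0.0193). *Egr2* (-2.39) and *Atf3* (-1.16) were called, also 2 adjusted over the list alone, and *Atf3* lost its call in 10 of 14 cases with a single array left out, with -1.02 without replicate 3 of *Prlr*+/+ mice at 2 months. By the rule first set, the adjusted p in all arrays would have excluded handling. It is left open here, and cannot be told apart from genotype, since the genes went both ways and the list is on either side of the threshold. The median was -0.10 in the first experiment, which gave the most called genes of the 2 (1025 against 241), and -0.77 in the second, which goes against handling as a source of the changes in the first experiment. Since genes of the list rose and fell in it, this median does not exclude handling.

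Lists that did not pass camera were lactotrophs (adjusted p = 0.1005), somatotrophs (0.0841), corticotrophs (0.339), thyrotrophs (0.714), immune cells (0.993) and erythroid cells (0.786). Of the lactotroph list, *Angpt1* (-1.93), *Edil3* (-1.91) and *Syndig1* (-1.46) were called lower, while *Prl* (0.25) and *Drd2* (0.39) were not called, and fry gave an adjusted p of 1.49e-07. *Prl* was the brightest or second brightest gene on each array. Its difference was 0 under quantile normalization, which gives a rank the same value on every array, so that this 0 says nothing on its change. With no limit on fold change *Prl* was called higher. The somatotroph median was -0.98 (-0.76 with *Ghsr* at its lower bound), with *Gh* (-0.91) and *Ghrhr* (-1.05) called lower and *Wnt10a* (0.67) not called. The corticotroph median was -0.54, the thyrotroph median -0.40 and the erythroid median -0.12. The immune list had a median of 0.002 and a mean of 0.003, with the direction down by camera and up by fry. Of the genes in the paper's networks outside the kinases and transcription factors, *Mycn* (0.93) was called, but not without replicate 2 of *Prlr*-/- mice at 4 months (0.83), with array weights (0.83), in the second experiment alone (0.81), with no experiment term, or under normexp (0.80), chosen after seeing the data.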
